A study of Drosophila melanogaster with 5 samples. Its data were reported in "M1BP is an essential transcriptional activator of oxidative metabolism during Drosophila development" (2023).

How the data were processed

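RNA sequencing was performed on flight muscles dissected from Drosophila melanogaster pupae at 48 h after puparium formation (APF), the start of the pupal stage. Per the labels, each library was made from the muscles of 6 to 8 pupae reared at 25 °C, from 100 ng of total RNA with a stranded mRNA kit and 13 cycles of library PCR. Samples were placed in groups by their titles: 3 libraries were wild type (WT, replicates 1, 2 and 3) and 2 libraries carried M1BP RNAi driven in muscle (replicates 2 and 3). The numbers are those of the labels. Per the study, the WT pupae carried the muscle driver Mef2-GAL4 without the RNAi transgene. The labels gave no sequencing date, batch or sex of the pupae, so neither batch nor sex could be set against the group from the labels.

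The authors deposited whole-number read counts per gene. Per the file headers, reads had been aligned to the dm6 genome build, kept where they aligned uniquely, and counted over the exons of each gene. The aligner, the counting program, the annotation release and whether counting used the strand were not stated. Genes that overlap on either strand, or that share sequence with a close relative, could therefore lose or share reads, and such genes are named as uncertain, except for an overlap that is not reported here. The exon length in bases of each gene was given in the same deposited table. A second deposited table held the authors' own DESeq2 comparison, with 3 kinds of value: the mean normalised count per gene, which is a signal averaged by the authors over libraries, the log2 fold change with its standard error as the authors calculated it, and the authors' p-value with its adjusted p-value. That table was used only to compare calls. No count column was left unmapped (0 columns).

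Counts were analysed for 17494 genes in R 4.3.3. The main test was the Wald test of DESeq2 1.42.0 with default settings (median-ratio size factors, independent filtering, Cook's distance filter) on all 5 libraries with no covariate, and p-values were adjusted by the Benjamini-Hochberg method over the 11282 genes that received an adjusted p-value. A gene was called at an adjusted p of at most 0.001 and a fold change of at least 1.5, the rule in the methods of the study. Normalised counts are counts divided by the size factor of the library. The group mean is given with the standard deviation (SD) over libraries, and log2 fold changes are M1BP RNAi over WT with their standard error (SE).

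Lists were taken from the study: nuclear genes with mitochondrial function (Mito-genes), structural subunits and assembly factors of oxidative phosphorylation (OXPHOS), the unfolded protein response (UPR), the proteasome part of the ubiquitin-proteasome system (UPS) and mitochondrial proteases (Mitoproteases). Protein-coding genes of the mitochondrial genome (mtDNA), mtDNA genes for ribosomal and transfer RNA, and 13 regulators of OXPHOS genes were added. Membership, the tests, the rule for named genes and most alternatives were fixed before the data were examined. The 125 OXPHOS genes gave 124 with counts, and the 93 UPR genes gave 92. The Mito-genes list as used held 1063 genes and the Mitoproteases list 9, both short of the numbers the study gives, so their counts and set tests cover these genes only. For each list the number of calls was also computed with p-values adjusted over the list alone. Structural subunits and assembly factors were compared with a two-sided Fisher's exact test. Calls in either direction were likewise compared between each of 26 processes of the Mito-genes with at least 10 tested genes and the rest of the list. Whether a list moved as a whole was tested with camera in limma 3.58.1 on voom values (preset correlation 0.01), adjusted over 7 lists, with fry and an estimated correlation as alternatives.

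Genes named in the text were chosen by rule: M1BP, genes that the study names for these lists and the regulators, the 5 genes per direction with the smallest p among called genes with a mean normalised count of at least 100 and no overlap between groups, the 5 OXPHOS genes with the smallest p, and up to 3 called genes per other list. Any other gene in the text, such as the remaining called members of a list, markers and overlapping or neighbouring genes, was chosen after its values were seen. Coordinates are those of the counts table (dm6, counted from 1). The supplied annotation held 17358 of the 17494 gene identifiers, 17230 of them with the same start and end, and gave the gene type and current symbol.

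Alternatives were edgeR 4.0.16 (quasi-likelihood test, TMM, filterByExpr), TMM size factors in DESeq2, a filter of at least 10 counts in at least 2 libraries, independent filtering or the Cook's distance filter off, mtDNA genes left out, no fold minimum, a threshold of 0.05, a Wald test against a 1.5-fold change, the replicate number as a block, and each library left out in turn. Without 1 of the M1BP RNAi libraries a single library remained, so those settings gave ratios without a test. Added after the data were seen were edgeR at a threshold of 0.05, edgeR with a robust prior, the log2 count of lncRNA:roX1 as a covariate, and calls restricted to genes within 2-fold between the M1BP RNAi libraries. The simulated-data test of edgeR was first run with the robust prior. The default prior, the setting fixed beforehand, was then used as the alternative, and both were run on the deposited counts.

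The tests were checked on simulated counts for 13772 genes, drawn independently of each other. They used the WT means, the size factors of the 5 libraries and the dispersions fitted by DESeq2, which may favour DESeq2 over edgeR. The 200 genes changed 2-fold or 4-fold were taken from genes with a WT mean of at least 100, so genes with lower counts were not covered. DESeq2 tested 10651 of these genes, called 170 of the 200 changed genes (85.0%), none in the wrong direction (0 genes), and called 23 unchanged genes. The edgeR test covered 9693 genes and called 37 of the 200 (18.5%) with 0 unchanged genes called. The set test, camera, gave a p of 6.14e-63 for a raised list and 0.822 for a control list. With genes drawn independently, these values do not cover correlation between genes. Neighbouring genes were compared with calls shuffled 10000 times within 10 bins of mean count, over adjacent tested genes less than 1000 bases apart. In simulated calls over 11245 genes with 500 shuffles, that test gave a p of 0.737 without planted pairs and 0.00200 with 30 planted pairs, the latter being the smallest p that 500 shuffles can give. Permutation tests and resampling used Python 3.11.15 with scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3, with 100000 resamples for the comparison of mtDNA gene types.

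RNA from other tissues, sex and transgenes was examined with lists of marker genes written down before they were tested: male, female, Y chromosome, testis, fat body, haemocyte, neuron, trachea and epidermis, flight muscle sarcomere, the insertion site of a common RNAi library and the transgene marker white. For these, each library was expressed as a log2 ratio to the WT mean after a pseudocount of 0.5. Libraries held between 41676901 and 57514444 counted reads. Counts without molecular identifiers are not independent molecules, and the spread between libraries, not counting error, sets the precision of the tests. With 2 M1BP RNAi libraries the SD of that group rests on a single difference.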

Results

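RNA was sequenced from the indirect flight muscles of Drosophila pupae at 48 h APF, a stage at which the muscles are formed and their mitochondria are maturing. The comparison asked how gene expression in the muscle changes when M1BP is depleted. M1BP, Motif-1 binding protein, is a transcription factor that binds a promoter motif found in many housekeeping genes, and RNAi against it was expressed in muscle through the GAL4/UAS system. The 5 libraries were WT (n = 3) and M1BP RNAi (n = 2). Total counts were 46606786, 41676901 and 53556469 in WT replicates 1, 2 and 3, and 57514444 and 46504821 in M1BP RNAi replicates 2 and 3. A count was found for 12572, 12059 and 12350 genes in the WT libraries, and for 14107 and 12963 genes in the M1BP RNAi libraries. The mitochondrial large ribosomal RNA, lrRNA, was the most counted gene in each library, with 10.6%, 12.1% and 13.2% of counts in WT and 6.23% and 6.81% in M1BP RNAi. Euclidean distances between libraries on transformed counts were 23.2 to 27.7 within WT and 33.6 between the M1BP RNAi libraries. Distances from WT were 44.6 to 48.1 for M1BP RNAi replicate 2 and 32.9 to 36.5 for replicate 3, so replicate 3 lay about as far from replicate 2 as from WT. No pair of libraries of 1 group differed by so little that it could be counted once, with a chi-square per degree of freedom of 91.8 to 128.

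The targeted gene was examined first. M1BP (FBgn0037621, dm6 chromosome 3R, 8729790 to 8731698, minus strand, protein coding) had 666, 673 and 642 normalised counts in the WT libraries, and 410 and 456 in the M1BP RNAi libraries. The mean was 660 ± 16.2 (SD, n = 3) in WT and 433 ± 32.3 (SD, n = 2) in M1BP RNAi, a decrease of 34.5%. The difference exceeded the spread between libraries, with a log2 fold change of -0.61 (SE 0.136) and an adjusted p of 1.04e-04 by DESeq2. This call did not hold in edgeR, where the adjusted p was 0.0243, nor in the 3 DESeq2 fits that each left out a WT library, where it lay between 0.0135 and 0.0521. The direction held in all of these fits.

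Of 11282 genes tested, 762 were called, 426 higher and 336 lower in M1BP RNAi, and 4023 had an unadjusted p under 0.05. The alternative with the lowest count was the edgeR quasi-likelihood test, which called 8 genes at the same thresholds and 813 genes at an adjusted p of 0.05, of which 704 were among the 762. The highest count, 1799, was that of DESeq2 at an adjusted p of 0.05. The number of calls also rested on single libraries, falling to 491 without WT replicate 2. The excess of higher over lower calls did not hold when a WT library was left out, with 250 higher and 260 lower genes without WT replicate 1, 235 and 256 without replicate 2, and 336 and 346 without replicate 3. The authors' deposited table held 761 calls under the same rule, and 759 genes were called in both with the same direction. Log2 fold changes in the authors' deposited table differed from those computed here by 0.00131 at most over 15043 genes. CG13123, Zwilch and ND4 were called here only, and ND4 is listed with a mean of 0 in the authors' deposited table. These genes were singled out after their values were seen. Among higher calls, 50 of 426 (11.7%) had over 2-fold more normalised counts in M1BP RNAi replicate 2 than in replicate 3, against 1 of 336 lower calls. The reverse, over 2-fold more in replicate 3, was found for 3 higher and 4 lower calls.

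**Figure D1:**
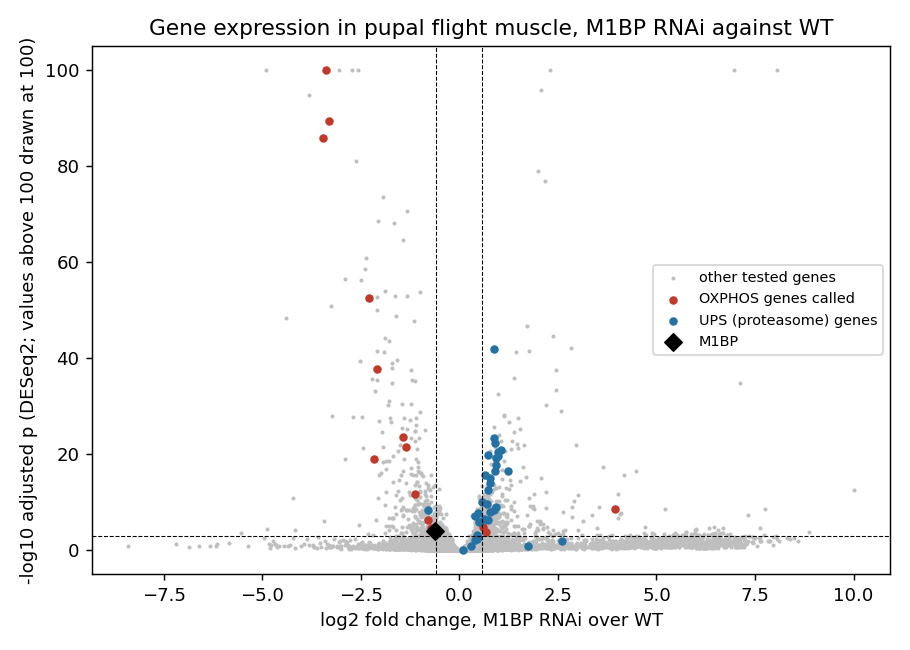
Each point is a tested gene, with the log2 fold change of M1BP RNAi (n = 2) over WT (n = 3) on the x axis and minus log10 of the DESeq2 adjusted p on the y axis, drawn at 100 where larger. Dashed lines mark the 1.5-fold and 0.001 thresholds, red points the 15 called OXPHOS genes, blue points the 35 UPS genes, of which 33 lie to the right of 0, and the black diamond M1BP at -0.61.

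The higher gene with the smallest p was CG7900 (FBgn0037548, 3R, 8094124 to 8105083), at 39 ± 10.7 normalised counts in WT (SD, n = 3) and 4917 ± 19.4 in M1BP RNAi (SD, n = 2), with a log2 fold change of 6.98 (SE 0.212, DESeq2 adjusted p 5.70e-234). Sf3b6 (FBgn0035692, 3L, 6192124 to 6193179) rose from 2216 ± 67.6 (SD, n = 3) to 10868 ± 341 (SD, n = 2), a log2 fold change of 2.29 (SE 0.0741, DESeq2 adjusted p 9.98e-207). The mitochondrial valine tRNA gene trnV (mitochondrial genome, 73 bases from 14058) followed with a log2 fold change of 8.05 (SE 0.303, DESeq2 adjusted p 7.24e-152). CG3909 and RpA-70 rose by 2.08 (SE 0.0979) and 2.00 (SE 0.104) on the log2 scale. The lower gene with the smallest p was CG33506 (FBgn0053506, 2R, 14857447 to 14858640), at 5230 ± 667 normalised counts in WT (SD, n = 3) and 176 ± 9.74 in M1BP RNAi (SD, n = 2), 29.7-fold lower (log2 fold change -4.89, SE 0.169, DESeq2 adjusted p 1.63e-180). CG7638, also named emei, had a log2 fold change of -3.04 (SE 0.110), CG7461, also named Acadvl, of -2.58 (SE 0.0943), and nst of -2.71 (SE 0.119). Of these genes CG7900, Sf3b6, trnV, CG3909, CG33506, CG7638 and CG7461 were also called by edgeR, while RpA-70 and nst had edgeR adjusted p-values of 0.00121 and 0.00122. The span of CG33506 shares 56 bases with HPS1 on the other strand, and trnV shares 1 base with lrRNA.

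Nuclear genes with a mitochondrial function were compared next. Of 1022 tested Mito-genes, 85 were called (8.32%), 36 higher and 49 lower, and 88 were called when p-values were adjusted over the list alone. With the adjusted p threshold and no fold minimum, 108 were called, 54 higher and 54 lower. The balance of directions depended on the threshold, with 99 higher and 61 lower at an adjusted p of 0.05. In the Wald test against a 1.5-fold change 3 were higher and 31 lower. Lower calls also outnumbered higher ones in each fit that left out a WT library. The list did not move as a whole by camera (adjusted p 0.592). The share of called genes was compared with the remaining Mito-genes for 26 processes, and 0 differed at an adjusted p under 0.05. At an unadjusted p under 0.05, 1 process differed, Fe-S cluster biosynthesis with 4 of 17 genes called (two-sided Fisher's exact test, p 0.0459, adjusted p 0.401).

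OXPHOS, the respiratory chain and ATP synthase, was the focus of the study. Of 124 tested OXPHOS genes, 15 were called (12.1%), 12 lower and 3 higher, and the same number, 15, when adjusted over the list alone. Among structural subunits 5 of 73 were called, 4 lower (5.48%) and 1 higher, with 5 when adjusted over the list alone. Among assembly factors 10 of 51 were called, 8 lower (15.7%) and 2 higher, with 10 when adjusted over the list alone. The shares of lower genes did not differ at 0.05 (two-sided Fisher's exact test, p 0.0703), although they did at a calling threshold of 0.05 (p 0.0384) or without WT replicate 2 (p 0.0365). By camera neither structural subunits (adjusted p 0.172) nor assembly factors (adjusted p 0.102) moved as a whole. Without WT replicate 2 both lists were lower (adjusted p 5.88e-05 and 0.00593), and without WT replicate 3 the direction of the structural subunits changed (adjusted p 0.310). The edgeR test called 0 OXPHOS genes at the same thresholds, and 16 at an adjusted p of 0.05. At an unadjusted p under 0.05 by DESeq2, 26 OXPHOS genes differed.

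The OXPHOS gene with the smallest p was UQCR-C2, a core subunit of Complex III (FBgn0250814, 3L, 16584124 to 16586111, plus strand). It fell from 92490 ± 12065 normalised counts (SD, n = 3) to 8887 ± 809 (SD, n = 2), 10.4-fold lower, with a log2 fold change of -3.38 (SE 0.152, DESeq2 adjusted p 5.72e-107). CG4908, also named Bcs1 (FBgn0032195, 2L, 10222657 to 10224447), fell from 6377 ± 841 (SD, n = 3) to 646 ± 55 (SD, n = 2), with a log2 fold change of -3.30 (SE 0.161, DESeq2 adjusted p 5.17e-90). The gene l(2)k14505 (FBgn0021856, 2L, 21261168 to 21262411) was 10.9-fold lower, from 4597 ± 630 (SD, n = 3) to 421 ± 41.2 (SD, n = 2), with a log2 fold change of -3.45 (SE 0.172, DESeq2 adjusted p 1.44e-86). CG17996 (2L, 16730458 to 16731039) and ND-B14 (2R, 10897144 to 10897885) had log2 fold changes of -2.29 (SE 0.145) and -2.10 (SE 0.157). In edgeR these 5 genes had adjusted p-values between 0.00122 and 0.00226. CG7506, CG17734, l(3)neo43, CG11562, ND-B15, ND-15 and CG3803 were the other lower OXPHOS genes, and ND-B8, CG9065 and CG5569 were higher. UQCR-C2 shares 4 bases with Syx8 and ND-B14 79 bases with CG12942, so counts of these genes are uncertain if counting ignored the strand. The mean normalised counts of Syx8 and CG12942 were 208 and 138, far below those of UQCR-C2 and ND-B14.

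**Figure D2:**
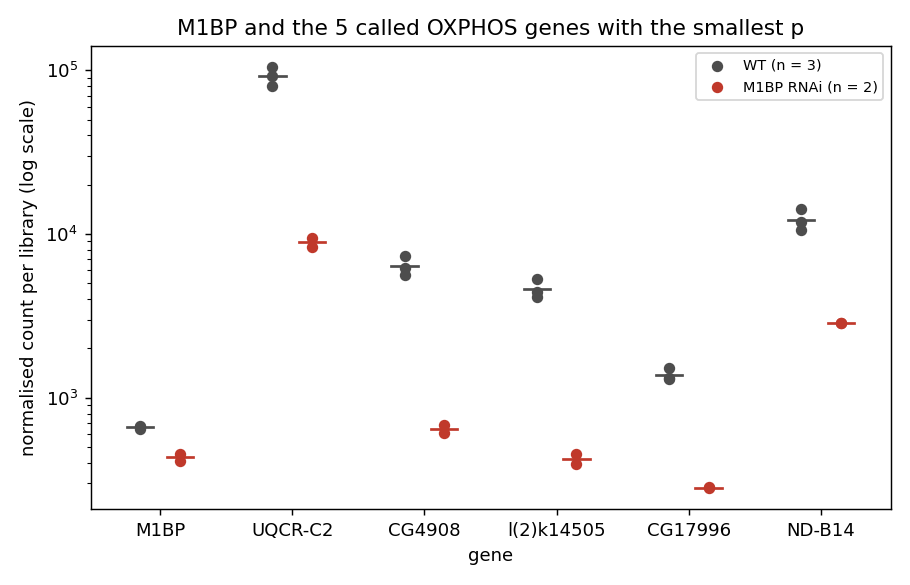
Normalised counts per library on a log y axis for M1BP and the 5 called OXPHOS genes with the smallest p, with WT (n = 3) in grey, M1BP RNAi (n = 2) in red and a bar at each group mean. For each gene both M1BP RNAi libraries lie below the 3 WT libraries, with means of 8887 and 92490 for UQCR-C2.

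Of 13 regulators of OXPHOS genes, 1 was called, and 1 when adjusted over the list alone, while 5 had an unadjusted p under 0.05. The called gene was srl, the fly PGC-1 homologue (FBgn0037248, 3R, 4422483 to 4429335), which fell from 1109 ± 124 normalised counts (SD, n = 3) to 345 ± 25.4 (SD, n = 2), with a log2 fold change of -1.69 (SE 0.173, DESeq2 adjusted p 2.34e-20). The edgeR adjusted p of srl was 0.00340. The span of srl shares 1171 bases with CG31525 on the other strand, whose mean was 11.3. Sp1 had a log2 fold change of -1.96 (SE 1.07) that was not called (DESeq2 adjusted p 0.170), and its value rested on a single library, with 5.11 normalised counts in M1BP RNAi replicate 2, 117 in replicate 3 and 194 to 268 in WT. TFAM, Rbf, E2f1, ewg, Ets97D, cnc, ERR, Mef2, CrebB, Hcf and pho had log2 fold changes between -0.29 and 0.11 and were not called. The direction of TFAM and pho changed when a WT library was left out.

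In the mitochondrial genome, 4 of 13 protein-coding genes were called, 3 lower and 1 higher, and 4 when adjusted over the list alone. The median log2 fold change was -0.37, and 12 of 13 genes were negative. A single library decided this median, which was -0.92 without M1BP RNAi replicate 3 and -0.15 without replicate 2. The list was lower by camera (adjusted p 0.0116). ND4 (8207 to 9545) fell from 190244 ± 9409 normalised counts (SD, n = 3) to 65248 ± 18681 (SD, n = 2), a log2 fold change of -1.54 (SE 0.199, DESeq2 adjusted p 4.33e-13). ND4L (9545 to 9835) had a log2 fold change of -1.89 (SE 0.276, DESeq2 adjusted p 3.04e-10). CYTB was the other lower gene (-1.18, SE 0.234). ATP8 (3907 to 4068) was higher, with a log2 fold change of 2.04 (SE 0.373, DESeq2 adjusted p 1.19e-06). These genes are uncertain, because ND4 and ND4L share 1 base and are cotranscribed neighbours, and ATP8 shares 7 bases with ATP6, whose mean was 232283 against 685 for ATP8. None of the 4 was called by edgeR (0 genes, against 6 with an unadjusted p under 0.05 in DESeq2), where their adjusted p for ND4, ND4L and ATP8 lay between 0.0129 and 0.0207.

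Of 21 tested mtDNA genes for ribosomal or transfer RNA, 6 were called, 4 higher and 2 lower, and 8 when adjusted over the list alone. The largest change was that of trnV, at 13.5 ± 3.41 normalised counts in WT (SD, n = 3) and 3568 ± 465 in M1BP RNAi (SD, n = 2). The small ribosomal RNA, srRNA (14131 to 14916), which begins at the base after trnV, rose from 1866 ± 342 (SD, n = 3) to 8584 ± 17 (SD, n = 2), a log2 fold change of 2.20 (SE 0.184, DESeq2 adjusted p 6.11e-31), while lrRNA on its other side fell (-1.14, SE 0.180). trnD (3840 to 3906), which ends at the base before ATP8, had a log2 fold change of 4.02 (SE 0.530, DESeq2 adjusted p 1.69e-12). trnK was higher (1.27) and trnS1 lower (-1.46). Of these genes trnV was called by edgeR. These RNAs are short or lack a long poly(A) tail, so their counts from mRNA libraries are uncertain. The WT mean of srRNA was 1866, against 6.33e+06 for lrRNA. The changes given here are changes in counts and need not be changes in the amount of RNA.

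**Figure D3:**
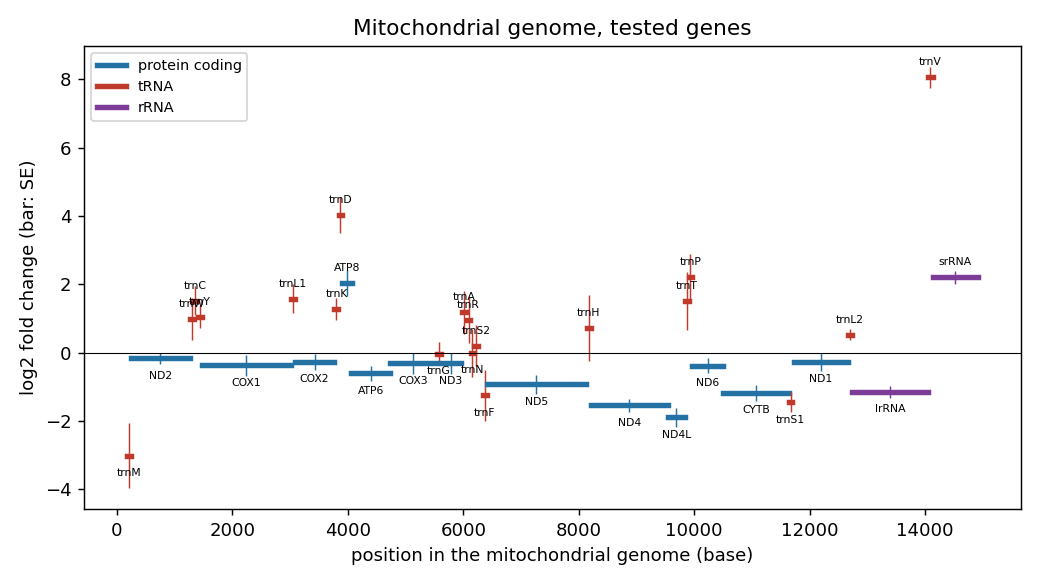
Log2 fold change (y axis, thin vertical bars are the SE) of M1BP RNAi (n = 2) over WT (n = 3) for each tested gene of the mitochondrial genome at its position in bases (x axis), with protein-coding genes in blue, tRNA genes in red and rRNA genes in purple. ATP8 at 2.04 is the 1 protein-coding gene above 0, and trnV at 8.05 and srRNA at 2.20 lie next to each other.

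Protein quality control was the last subject. Of 91 tested UPR genes, 8 were called, 5 higher and 3 lower, with 9 when adjusted over the list alone and 35 at an unadjusted p under 0.05. The count was 5 without WT replicate 2 and 0 in edgeR. Hsc70-2 (FBgn0001217, 3R, 13044759 to 13047388) rose from 5.65 ± 3.37 normalised counts (SD, n = 3) to 783 ± 254 (SD, n = 2), a log2 fold change of 7.13 (SE 0.554, DESeq2 adjusted p 1.56e-35). CG17187 and Pfdn6 had log2 fold changes of 1.31 (SE 0.130) and 0.74 (SE 0.134). Hsp70Bb and Hsp60C were higher too, and CG5504, CG11267 and l(2)efl were lower. Members of the Hsp70 family share sequence, so values of Hsc70-2 and Hsp70Bb are uncertain. Hsp22 was not called (log2 fold change 0.27, SE 0.184, DESeq2 adjusted p 0.301), and its 2034 bases lie inside CG4456 on the same strand, with nearly the same mean (79227 and 79228), so its counts cannot be assigned to 1 of these genes. By camera the UPR list was higher (adjusted p 0.0169), but not without WT replicate 1 (adjusted p 0.106).

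Of 35 UPS genes, which encode subunits of the proteasome, 23 were called, 21 higher (60.0%) and 2 lower, and 23 when adjusted over the list alone. The median log2 fold change was 0.73, 33 genes were positive, and 34 had an unadjusted p under 0.05. Median log2 ratios of single libraries to the WT mean were 0.71 and 0.76 in M1BP RNAi replicates 2 and 3, and -0.06, -0.05 and 0.10 in the WT libraries. Rpn3 (FBgn0261396, 2L, 19051790 to 19053681) rose from 3524 ± 31.3 normalised counts (SD, n = 3) to 6465 ± 145 (SD, n = 2), a log2 fold change of 0.88 (SE 0.0621, DESeq2 adjusted p 1.03e-42). Rpt5 and Rpn12 had log2 fold changes of 0.88 (SE 0.0836) and 0.90 (SE 0.0874). Prosbeta6 (-0.79) and Prosalpha2 (-0.68) were lower. The edgeR test called 0 UPS genes at the same thresholds and 23 at an adjusted p of 0.05. Prosalpha1 and its close relative CG30382 were counted at means of 23.1 and 19.02 and are uncertain. By camera the list was higher (adjusted p 2.64e-16). Of the camera results, this one also held under fry (adjusted p 0.0112), where those of the mtDNA protein-coding genes and UPR did not (both 0.210), and 0 of the 7 lists held under a correlation estimated from the data, where the unadjusted p of the UPS list was 0.108. Of the 9 Mitoproteases analysed here, 0 were called, 0 when adjusted over the list alone, and 3 had an unadjusted p under 0.05. The lists were built by the study from public annotation, not from these samples, although the study turned to the last 3 lists because of genes that changed in its adult muscle.

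**Figure D4:**
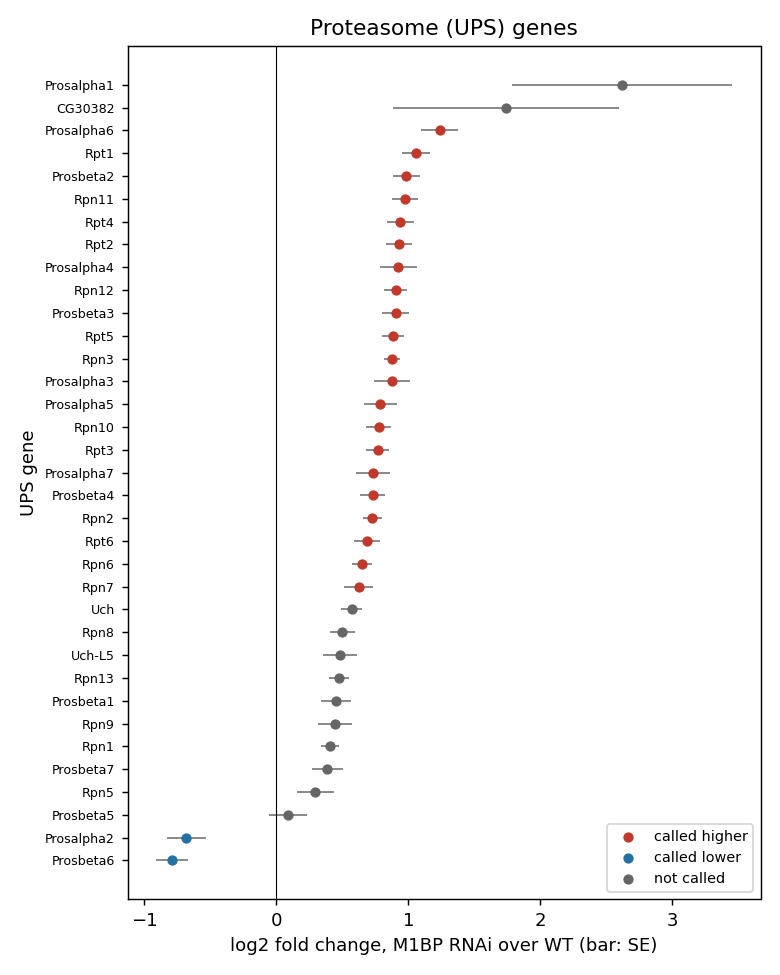
Log2 fold change of M1BP RNAi (n = 2) over WT (n = 3) on the x axis for the 35 UPS genes, with bars for the SE and colour for the call. The 21 genes called higher are red, the 2 called lower blue, and the others grey, with the median at 0.73.

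Markers of sex and of other tissues differed between libraries. Normalised counts of the male-specific RNA lncRNA:roX1 were 14.4, 4994 and 1062 in WT replicates 1, 2 and 3, and 9618 and 5900 in M1BP RNAi replicates 2 and 3, so this RNA was unequal within WT as well as between the groups. Of the 17 testis genes with counts, the median log2 ratio to the WT mean was 5.92 in M1BP RNAi replicate 2 and 1.12 in replicate 3, or 5.55 and 0.56 with counts under 3 set to 3. With the log2 count of lncRNA:roX1 as a covariate 302 genes were called (133 higher, 169 lower), 260 of them among the 762, and M1BP was not (DESeq2 adjusted p 0.193). lncRNA:roX1 and this covariate were chosen after their values were seen.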

Values the study reported

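The study counted 1064 Mito-genes and found 10% of them deregulated at 48 h APF, with about as many higher as lower. For this share it named an adjusted p of at most 0.001 and, at that place, no fold minimum. It gave 15 differentially expressed OXPHOS genes (12%) at that stage. Its OXPHOS list held 73 structural subunits and 52 assembly factors, of which 6% and 15% were significantly lower at 48 h APF. For UQCR-C2 and l(2)k14505 it stated a decrease of up to 30-fold over the pupal and adult stages. Its other lists held 93 UPR, 35 UPS and 10 Mitoprotease genes.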

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

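Most results kept their direction and their side of the threshold. With TMM size factors in DESeq2 765 genes were called (442 higher, 323 lower), with the low-count filter 801, with independent filtering off 727, with the Cook's distance filter off 762, without mtDNA genes 752 and with no fold minimum 999. Among calls within 2-fold between the M1BP RNAi libraries, 704 of the 762 remained. That setting, edgeR at an adjusted p of 0.05, edgeR with the robust prior and the roX1 covariate were chosen after the data were seen.

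The edgeR quasi-likelihood test gave the lowest genome-wide count. It called 8 genes (4 higher, 4 lower), all among the 762, with 1 Mito-gene, 0 OXPHOS genes, 0 structural subunits, 0 assembly factors, 0 mtDNA protein-coding genes, 1 mtDNA RNA gene, 0 regulators, 0 UPR and 0 UPS genes. At an unadjusted p under 0.05 in DESeq2 these lists held 26 OXPHOS genes, 6 structural subunits, 20 assembly factors, 6 mtDNA protein-coding genes, 5 regulators, 35 UPR and 34 UPS genes. M1BP had a log2 fold change of -0.60 and an adjusted p of 0.0243. With the robust prior edgeR called 15 genes (5 higher, 10 lower), 5 Mito-genes, 2 OXPHOS genes, 0 structural subunits, 2 assembly factors, 0 mtDNA protein-coding genes, 1 mtDNA RNA gene, 0 regulators, 0 UPR and 0 UPS genes, with M1BP at -0.60 (adjusted p 0.0226). At an adjusted p of 0.05 edgeR called 813 genes, 704 of them among the 762. On simulated counts edgeR called 37 of 200 changed genes and DESeq2 170, with 0 and 23 unchanged genes called. Those counts were drawn with dispersions fitted by DESeq2, which may favour it. The tools thus differ in how strictly they call at this size and threshold. For DESeq2, 23 unchanged genes beside 170 changed ones are more than an adjusted p threshold of 0.001 is meant to allow. The share of false calls among the 762 may therefore exceed that threshold. Which of the calls made by DESeq2 alone are true was not tested.

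At an adjusted p of 0.05 DESeq2 called 1799 genes (1187 higher, 612 lower), the highest count, with 160 Mito-genes, 11 mtDNA RNA genes and 14 UPR genes, and the comparison of structural subunits with assembly factors gave a p of 0.0384. A Wald test against a 1.5-fold change, which asks more of each gene by construction, called 180 genes (77 higher, 103 lower), 34 Mito-genes, 9 OXPHOS genes, 3 structural subunits, 6 assembly factors, 2 mtDNA protein-coding genes, 3 mtDNA RNA genes, 3 UPR and 3 UPS genes.

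With the roX1 count as a covariate 302 genes were called (133 higher, 169 lower), of which 260 were among the 762, with 51 Mito-genes, 3 structural subunits, 2 mtDNA protein-coding genes and 5 UPR genes. M1BP was at -0.60 with an adjusted p of 0.193. The sign changed for Rbf (-0.089), pho (-0.026), lncRNA:roX1 (-0.013) and lncRNA:roX2 (-0.67). The small value of lncRNA:roX1 follows by construction, whereas the cause of the change in lncRNA:roX2 was not tested. The covariate differs between the groups, so it also takes up part of the group difference.

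For the set tests, fry changed the direction of the Mito-genes (adjusted p 0.965) and gave 0.210 for the mtDNA protein-coding genes and 0.210 for UPR. A correlation estimated from the data gave 0.900 for the mtDNA protein-coding genes, 0.900 for UPR and 0.755 for UPS. Without the low-count filter structural subunits and assembly factors were both lower (adjusted p 0.0224 and 0.0224). The cause was not tested.

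Each WT library was left out in turn. Across these 3 fits 491 to 682 genes and 5 to 9 UPR genes were called. Lower calls then outnumbered higher calls in each, with 260 against 250 without WT replicate 1, 256 against 235 without replicate 2 and 346 against 336 without replicate 3. They did so too with the roX1 covariate, in the replicate block, with the robust prior and in the Wald test against a 1.5-fold change, so the balance of directions is not settled by these data. In the 3 fits M1BP lay between -0.63 and -0.61 and was called in 0 fits, with adjusted p from 0.0135 to 0.0521. The p of structural subunits against assembly factors ranged from 0.0365 to 0.197. The adjusted p of the set tests ranged from 0.0371 to 0.480 for Mito-genes, 5.88e-05 to 0.310 for structural subunits, 0.00593 to 0.813 for assembly factors, 0.00156 to 0.106 for UPR and 0.193 to 0.956 for Mitoproteases. The direction changed without WT replicate 2 for Mito-genes (0.319), and without WT replicate 3 for structural subunits (0.310) and Mitoproteases (0.956). TFAM ranged from -0.089 to 0.035 and pho from -0.0066 to 0.11. These fits have fewer libraries, and beyond that the cause was not tested. Leaving out an M1BP RNAi library allowed no test, and the median of the mtDNA protein-coding genes was then -0.92 without replicate 3 and -0.15 without replicate 2.

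The groups share the replicate numbers 2 and 3. Across 7589 genes with a mean of at least 100, the differences between replicates 2 and 3 in both groups correlated with r 0.0809 across genes, which are not independent, so the numbers are taken as names and not as pairs. A fit with the number as a replicate block used those 4 libraries and called 307 genes (119 higher, 188 lower, 239 among the 762) and 51 Mito-genes. M1BP was at -0.61 (adjusted p 0.436), the UPR set test gave 0.0683, and pho changed sign (-0.0054). That fit has fewer libraries and leaves 1 degree of freedom.

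Over single genes and other results outside the counts and set tests, 541 comparisons with an alternative kept direction and side of the threshold, 51 were weaker, 1 was stronger, 1 moved and 7 changed direction. Depth did not limit the abundant genes discussed here, whereas mtDNA tRNA genes such as trnI and trnQ had mean counts near 2 and could not be tested.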

Other observations

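All tests here were chosen after the result was seen, except those of proteasome genes against testis RNA, of short nuclear RNA, of a higher gene behind a lower gene, and of proteasome genes with no lower gene behind them.

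Testis transcripts were far more abundant in 1 library, M1BP RNAi replicate 2, than in the others. The median over 17 testis genes was 4.68 log2 units higher in M1BP RNAi replicate 2 than in replicate 3, and 4.69 with counts under the floor of 3 set to it. Mst84Da had 727 normalised counts in replicate 2, 6.87 in replicate 3 and 1.19 to 2.21 in WT, at least 204-fold higher in replicate 2 than in WT. The gene betaTub85D had 1245 in replicate 2, 48.1 in replicate 3 and 20.2 to 46.5 in WT. Y-chromosome genes had a median log2 ratio to WT of 4.18 in replicate 2 and 0 in replicate 3, but 11 of these 12 genes were at or under the floor in all WT libraries, and with the floor the medians were 1.88 and -0.19. Of the 17 testis genes, 1 had a mean of at least 100 in WT. A candidate source is testis tissue carried over in the dissection of replicate 2. In replicate 3 the testis list was 1.12 above WT, or 0.56 with the floor, a size that cannot be told apart from an effect of knockdown or a smaller carry-over with 1 such library. Over 2-fold more counts in replicate 2 than in replicate 3 were found for 50 of 426 higher calls and 1 of 336 lower calls, and over 2-fold more in replicate 3 for 3 higher and 4 lower calls. Among the UPR genes, Hsp60C (SD 601 on a mean of 462) was higher in replicate 2 and l(2)efl in replicate 3.

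Sex differed as well. The male list, lncRNA:roX1 and lncRNA:roX2, had median log2 ratios of -7.98, 1.31 and -0.94 in the WT libraries and 1.95 and 1.41 in M1BP RNAi. The female list had -1.29, 0.34, 0.40, -0.84 and 0.34 in the same order, but 0 of its 3 genes had a mean of at least 100 in WT. With the floor its medians were -0.91 and -0.07 in M1BP RNAi replicates 2 and 3. The female list therefore rests on low counts and is no measure of sex here. If an unequal share of males were the whole cause of the calls, called genes would differ between WT replicates 1 and 2 in the direction of their call. The median of that signed log2 ratio was 0.0135, against a median size of 1.04 between the groups, and 408 of 762 genes (53.5%) went the same way. A contribution of sex to part of the calls stays open, as does any biological link of M1BP to dosage compensation, which was not tested.

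Other tissues moved in different directions. Median log2 ratios in M1BP RNAi replicates 2 and 3 were 0.53 and 0.44 for fat body, -0.40 and -0.46 for haemocytes, -0.97 and -0.47 for neurons, -0.92 and -0.57 for trachea and epidermis, and -0.43 and -0.14 for sarcomere genes. In the WT libraries they were 0.39, 0.17 and -0.68 for fat body, 0.24, 0.14 and -0.24 for haemocytes, 0.11, -0.51 and 0.10 for neurons, 0.18, 0.08 and -0.33 for trachea and epidermis, and -0.02, -0.23 and 0.20 for sarcomere genes. All 7 fat body genes, 3 of 6 haemocyte genes, 5 of 6 neuron genes and all 4 trachea and epidermis genes had a mean of at least 100 in WT, and 2 of these 4 were called lower.

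The proteasome list rose to a similar extent in both M1BP RNAi libraries. In replicate 3, which had little testis RNA, its median was 0.76 above WT, against 0.10 for the highest WT library, which argues against testis RNA in replicate 2 as the source. A coordinated response to altered protein balance may be one biological explanation, and no test here separates it from a slower effect of knockdown on other regulators.

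Neighbouring genes were called together more often than shuffled calls. Among 1727 divergent pairs of neighbours less than 1000 bases apart, 10 had both genes lower, against 2.44 in shuffled calls (one-sided permutation p 0.000300, adjusted over 4 kinds of pair 0.00120). Among 2276 tandem pairs, 9 had a higher upstream gene and a lower downstream gene, against 2.61 (p 0.0010, adjusted 0.0020). Convergent pairs with both lower (2 against 1.25, p 0.355) and tandem pairs in the reverse order (4 against 2.79, p 0.304) were no more frequent than shuffling allows to be seen with so few pairs. The tandem pairs include Prosalpha6 and CG4908, Prosbeta4 and CG17996, Rpb5 and ND-B14, and Rpn12 and UQCR-C2, with gaps of 110, 140, 145 and 101 bases. In these 4 pairs the downstream gene is 1 of the 5 OXPHOS genes with the smallest p. Shared promoters of divergent genes that need M1BP are a candidate explanation for the first kind. For the tandem kind, reading through from the upstream gene when the promoter of the downstream gene is weak might raise counts upstream, or transcription of the upstream gene might suppress the downstream one. Neither was tested, as promoter data were not used here. Position does not account for the rise of the proteasome, since the 31 proteasome genes with no lower gene behind them had a median log2 fold change of 0.73, and 18 of them were called higher.

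Genes of the mitochondrial genome moved apart by type. The 19 tested tRNA genes had a median log2 fold change of 0.99 (14 positive) and the 13 protein-coding genes -0.37 (12 negative), a difference of 1.36 (two-sided permutation test over genes, p 0.0131). Per library the difference was 1.64 and 1.46 in M1BP RNAi and 0.19, 0.11 and -0.27 in WT. Fewer mitochondrial genomes, or less transcription of all of them, would move both types alike. Different capture of short RNA would also move short nuclear genes, but the 113 tested nuclear genes under 150 bases had a median of 0.037 (95% interval from bootstrap -0.06 to 0.20). Those genes speak to the length of the RNA and not to its poly(A) tail. Genes are not independent replicates, and tRNA and mRNA are cut from common transcripts. A change in RNA processing may therefore be considered, in which uncut precursors that carry a poly(A) tail keep their tRNA. RNaseZ, which cuts tRNA ends, was higher (0.66), a rise that by itself points away from less cutting. The gene tam, the mitochondrial DNA polymerase also named PolG1, was lower (-2.91). Both genes were looked up after the pattern was seen. Neither was called by edgeR (adjusted p 0.00992 for RNaseZ and 0.00122 for tam). The call of RNaseZ was also lost without WT replicate 1 (0.00183) or replicate 2 (0.00119), in the replicate block (0.135), in edgeR with the robust prior (0.00887) and with the roX1 covariate (0.0377), whereas tam was called in all of these fits. Whether the reads span uncut junctions cannot be read from counts per gene.

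The white gene (w, X, 2790599 to 2796466) rose from 8037 ± 403 (SD, n = 3) to 36122 ± 4132 (SD, n = 2), a log2 fold change of 2.17. Transgenes of this kind commonly carry a white marker, whose copies would raise its counts. The 3 tested genes within 50000 bases had a median of 0.57, from -0.34 to 1.03, and 0 were called, though 2 had an unadjusted p under 0.05. Of these, kirre on the other strand spans all of white (5868 shared bases) and was at -0.34 (SE 0.236). Counts of kirre and white are therefore uncertain if counting ignored the strand. The nearest tested gene that does not overlap white, CG32795, passed the 0.001 threshold (DESeq2 adjusted p 0.000321). It missed a call only on the fold minimum, with a log2 fold change of 0.57. The study lists the RNAi line used for sequencing as a KK line of the VDRC collection. By its methods both groups carried the Mef2-GAL4 driver, and the RNAi transgene was in the M1BP RNAi group only. Marker copies and an effect of the knockdown on white itself (2.17) cannot be told apart from these counts, since every M1BP RNAi library carries the transgene. The gene tio, next to the insertion site of a common RNAi library, was at -0.68 (SE 0.662), too imprecise to exclude a small rise from such an insertion. The median log2 ratios of tio and tsh were -0.34 and -0.84 in M1BP RNAi and -0.26, 0.39 and -0.25 in WT.

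The lower share of mitochondrial RNA in M1BP RNAi would shift nuclear genes alike, by 0.16 log2 units at most between an M1BP RNAi and a WT library. The nuclear calls went both ways, 421 higher with a median log2 fold change of 1.00 and 331 lower with a median of -1.06. Median-ratio size factors centre the fold changes and the call rule sets their minimum size. Neither the directions nor these medians therefore test that share as a cause. A shift of at most 0.16 is smaller than the 1.5-fold minimum, so by itself it could not carry an unchanged gene to a call. Leaving out mitochondrial genes hardly moved the fold changes of the genes named here and was no test of that share. Of the 10 splits of the 5 libraries into groups of 3 and 2, 1 split, the real one, gave as many as 762 calls, and the other 9 gave 0 to 53. With 10 splits the share cannot go below 0.1, so this test has no power to reach 0.05.

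UQCR-C2 and l(2)k14505 were 10.4-fold and 10.9-fold lower here. That is a smaller decrease than the value quoted from the study above, which covers later stages too.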
